# Comparative transcriptome analysis of *Poncirus trifoliata* identifies a core set of genes involved in arbuscular mycorrhizal symbiosis

**DOI:** 10.1093/jxb/ery283

**Published:** 2018-07-26

**Authors:** Jianyong An, Mengqian Sun, Robin van Velzen, Chuanya Ji, Zijun Zheng, Erik Limpens, Ton Bisseling, Xiuxin Deng, Shunyuan Xiao, Zhiyong Pan

**Keywords:** Arbuscular mycorrhiza, citrus, comparative transcriptome, *FatG*, *Glomus versiforme*, *Poncirus trifoliata*, RNA-seq

## Abstract

The perennial woody plants of citrus are one of the most important fruit crops in the world and largely depends on arbuscular mycorrhizal symbiosis (AMS) to obtain essential nutrients from soil. However, the molecular aspects of AMS in citrus and perennial woody plants in general have largely been understudied. We used RNA-sequencing to identify differentially expressed genes in roots of *Poncirus trifoliata* upon mycorrhization by the AM fungus *Glomus versiforme* and evaluated their conservation by comparative transcriptome analyses with four herbaceous model plants. We identified 282 differentially expressed genes in *P. trifoliata*, including orthologs of 21 genes with characterized roles in AMS and 83 genes that are considered to be conserved in AM-host plants. Comparative transcriptome analysis revealed a ‘core set’ of 156 genes from *P. trifoliata* whose orthologous genes from at least three of the five species also exhibited similar transcriptional changes during AMS. Functional analysis of one of these conserved AM-induced genes, a 3-keto-acyl-ACP reductase (FatG) involved in fatty acid biosynthesis, confirmed its involvement in AMS in *Medicago truncatula*. Our results identify a core transcriptional program for AMS that is largely conserved between *P. trifoliata* and other plants. The comparative transcriptomics approach adds to previous phylogenomics studies to identify conserved genes required for AMS.

## Introduction

Arbuscular mycorrhiza (AM) is a mutualistic symbiosis widely formed between AM fungi (AMF) and the roots of terrestrial plants (Lanfranco *et al.*, 2016). The fungal partner forms arbuscules in root cortical cells and facilitates uptake of mineral nutrients from the soil by the host plants (Smith and Smith, 2011; Wang *et al.*, 2017). AMF colonization can also improve plant tolerance to biotic (Pozo and Azcón-Aguilar, 2007; Song *et al.*, 2015) and abiotic stresses (Ruiz-Lozano *et al.*, 2016; Santander *et al.*, 2017). In return, the host plant provides sugars and lipids to the fungal partner (Rich *et al.*, 2017*b*; Roth and Paszkowski., 2017).

The perennial woody plants of citrus are one of the most important fruit crops in the world. Because citrus and its close relatives rarely have root hairs (Cao *et al.*, 2013), it is believed that uptake of mineral nutrients from the soil by the roots is largely dependent on symbiotic AMF (Davies and Albrigo, 1994; Wu *et al.*, 2016). Indeed, it has been shown that AMF can significantly promote growth performance of citrus trees (Chen *et al.*, 2014; Xiao *et al.*, 2014) and improve their tolerance to abiotic stresses (Wu and Xia, 2006). However, there has been virtually no mechanistic study of AM symbiosis (AMS) in citrus crops.

The establishment of AMS entails a number of molecular and cell developmental processes that are for a large part controlled by a signaling pathway that is highly conserved in AM host plants (Delaux *et al.*, 2013; Gutjahr and Parniske, 2013; Bravo *et al.*, 2016). This pathway is thought to be activated upon perception of fungal (lipo-)chitooligosaccharidic signal molecules and leads to the activation of AM-responsive genes (Maillet *et al.*, 2011; Czaja *et al.*, 2012; Genre *et al.*, 2013). Several key transcription factors have been identified that are essential to establish functional AMS (Pimprikar *et al.*, 2016). One of the key transcription factors that is essential for proper arbuscule development and induction of many of the AM-responsive genes is the evolutionarily conserved GRAS protein RAM1, which, for example, induces the expression of symbiotic phosphate transporter genes and multiple genes constituting a lipid biosynthesis pathway (Park *et al.*, 2015; Luginbuehl *et al.*, 2017; Rich *et al.*, 2017*a*).

A lot of studies aimed at identifying AM-induced genes have been performed in different plants. Studies in *Medicago truncatula*, *Lotus japonicus*, *Oryza sativa* (rice), *Solanum lycopersicum* (tomato), *Casuarina glauca*, *Petunia hybrida*, and *Vitis vinifera* have led to the identification of thousands of genes responsive to AMF colonization, of which many have shown specific expression in cortical cells containing arbuscules (Liu *et al.*, 2003; Wulf *et al.*, 2003; Grunwald *et al.*, 2004; Frenzel *et al.*, 2005; Deguchi *et al.*, 2007; Gomez *et al.*, 2009; Breuillin *et al.*, 2010; Hogekamp *et al.*, 2011; Gaude *et al.*, 2012; Tromas *et al.*, 2012; Hogekamp and Küster, 2013; Gutjahr *et al.*, 2015; Handa *et al.*, 2015; Balestrini *et al.*, 2017; Garcia *et al.*, 2017; Sugimura and Saito, 2017; Rich *et al.*, 2017*a*). However, the transcriptional reprogramming of citrus involved in symbiosis with AMF remains to be determined.

To gain insights into the genes involved in a successful AMS in citrus, we used RNA-sequencing technology to investigate AMF colonization-induced transcriptomic changes in roots of *Poncirus trifoliata* (synonym *Citrus trifoliata*), a close relative and the most common rootstock of cultivated citrus. We then used a comparative transcriptomics approach to assess the level of conservation in AMF-induced transcriptional reprogramming between *P. trifoliata* and four herbaceous model plants. This approach allowed us to identify a core set of genes that are co-regulated in diverse plant species, which included orthologs of most genes known to have characterized roles in AMS and the vast majority of genes that are conserved in AM-host plants. This comparative transcriptome analysis adds to previous phylogenomics approaches (Delaux *et al.*, 2014; Bravo *et al.*, 2016) aimed at identifying conserved genes required for AMS. Reverse-genetic analyses on one of the core genes, a 3-keto-acyl-ACP reductase (FatG), confirmed its essential role in AM symbiosis in *M. truncatula*.

## Materials and methods

### Plant growth, and mycorrhizal inoculation and visualization

Seeds of *Poncirus trifoliata* (L.) Raf (syn. *Citrus trifoliata*) were surface-sterilized by washing in 1 M NaOH for 15 min and in 2% sodium hypochlorite for 20 min, followed by rinsing with distilled water. The seeds were placed in Petri dishes and covered with sterilized gauze for 1 week in the dark (28 °C), and then sown in autoclaved vermiculite and placed in a greenhouse for 1 month. The seedlings were transplanted into sterile quartz sand with eight plants per pot (18 × 18 cm) and grown under greenhouse conditions (30/22 °C day/night). For mycorrhizal inoculation, the AM fungi *Glomus versiforme* was used because it was previously reported to show better colonization levels in *P. trifoliata* roots compared to other AM fungi (Shu *et al.*, 2012). The *G. versiforme* strain (BGC NM03C, Institute of Plant Nutrition and Resources, Beijing Academy of Agriculture and Forestry Sciences) was propagated on *Allium schoenoprasum* in sterile quartz sand. The sand containing spores, mycorrhizal roots, and extraradical mycelia was used as inoculum for *P. trifoliata* inoculation. A sample of 50 g sand containing about 3000 *G. versiforme* spores was added to each pot of *P. trifoliata* according to published protocols (Krajinski *et al.*, 2014; Huisman *et al.*, 2016). Plants without AM inoculum were used as controls. Plants were watered twice a week with 250 ml half-strength Hoagland solution containing 20 μM phosphorus as described previously (Shu *et al.*, 2012). Roots were collected every 2 weeks to assess the mycorrhizal colonization rates by staining with Trypan Blue (Trouvelot *et al.*, 1986) or wheat germ agglutinin (WGA) Alexa Fluor 488 (Ivashuta *et al.*, 2005). After 3 months post-inoculation, the *P. trifoliata* roots were well colonized and arbuscules were observed (Supplementary Fig. S1 at *JXB* online), and therefore plants were sampled at this time. Lateral roots from mycorrhizal and non-mycorrhizal plants were harvested for RNA-sequencing (RNA-seq) with three biological replicates, each containing at least nine plants collected from different pots.

For *Medicago truncatula*, hairy root-transformed plants were constructed (see below). Transformed plants were transferred to pots containing a mixture of sterile clay and sand (1:1 by volume) and watered twice a week with modified Hoagland medium containing 20 μM phosphorus (Javot *et al.*, 2011). For promoter analysis using GUS (β-glucuronidase) and RNAi assays, the plants were inoculated with commercial AM inoculum containing ~300 spores of *Rhizophagus irregularis* (DAO197198 strain, Agronutrition, France) per plant for 6 weeks. The inoculum only contained spores. Non-inoculated plants were used as controls.

### RNA-seq and data processing

Total RNA was extracted using TRIzol^®^ reagent (Invitrogen, USA) according to the manufacturer’s instructions. A TURBO DNAase reagent kit (Ambion, USA) was used to remove DNA contamination. The quality, quantity, and RNA integrity (RIN) number were measured using a Nanodrop ND 1000 spectrophotometer and an Agilent Technologies 2100 Bioanalyzer. Total RNA from six samples (three biological replicates of mycorrhizal and non-mycorrhizal samples) were used for RNA-seq with an Illumina HiSeq^TM^ 2000 at the Beijing Genomics Institute (Shenzhen). First, total RNA from each sample was used to enrich mRNA using oligo (dT) magnetic beads, and subsequently used for the synthesis of double-strand cDNA (Mortazavi *et al.*, 2008). The double-strand cDNA was purified, washed in EB buffer for end repair, added with single-nucleotide A (Adenine), and ligated with sequencing adaptors. The fragments obtained were used for PCR amplification, followed by library construction and sequencing. An Agilent 2100 Bioanalyzer and the ABI StepOnePlus Real-Time PCR System were used for checking the quality and quantity of the library. After sequencing, low-quality reads (>50% of the bases with a quality value Q≤5) or reads containing more than 10% of unknown bases were filtered. The resulting clean reads were then aligned to the *Citrus sinensis* reference genome (Xu *et al.*, 2013) (http://citrus.hzau.edu.cn/orange) using the software SOAPaligner/SOAP2 (Li *et al.*, 2009) allowing two bp mismatches per read. We note that this approach excluded genes that are not present in the *C. sinensis* genome, or which are divergent between *C. sinensis* and *P. trifoliata* /*C. trifoliata*; nevertheless, approximately 74% of the RNA-seq reads could be mapped, which was similar to previous RNA-seq analyses for *Poncirus* (Terol *et al.*, 2016; Chen *et al.*, 2017; Supplementary Table S1). Gene expression levels were calculated using the RPKM (reads per kb per million reads) method as follows: RPKM = 10^6^ × [(Number of reads uniquely aligned to gene A)/(Total number of reads that uniquely aligned to all genes)] × [(Number of bases of gene A)/10^3^] (Mortazavi *et al.*, 2008). The differentially expressed genes (DEGs) and their probability (*P*) were calculated by using the NOIseq method (Tarazona *et al.*, 2011). Only the genes whose expression levels change ≥2-fold and *P*≥0.8 were defined as DEGs, as previously reported (Tarazona *et al.*, 2011). The threshold *P*≥0.8 is equivalent to the odds of (probability of a gene being a DEG)/(probability of a gene being a non-DEG) being >4.

### Orthogroup inference and comparative expression analysis

To determine the relationships between genes from five AM host species, as well as with other plant species, we inferred orthogroups using OrthoFinder (Emms and Kelly, 2015). The algorithm used by the OrthoFinder software reduces gene length bias and outperforms the most widely used method, OrthoMCL (Li *et al.*, 2003) in accuracy and speed. Since orthogroups are defined as the set of genes that are descended from a single gene in the last common ancestor of all the species being considered, they can comprise orthologous as well as paralogous genes. Our analysis included proteomes from the selected AM host plants *C. sinensis*, *M. truncatula*, *L. japonicus*, *S. lycopersicum*, and *O. sativa*, as well as from the non-host plant *Arabidopsis thaliana* and the basal angiosperm *Amborella trichocarpa*. Consequently, each orthogroup comprised all descendants of a single gene in the most recent common ancestor of Angiosperms.

To assess common utilization of genes in the five AM host species, we compared the set of genes that are differentially expressed between AMF-colonized roots and uninoculated controls from *Poncirus*/Citrus with similar sets published for *Medicago*, *L. japonicus*, *O. sativa*, and *S. lycopersicum* (Fiorilli *et al.*, 2009; Hogekamp *et al.*, 2011; Gaude *et al.*, 2012; Gutjahr *et al.*, 2015; Handa *et al.*, 2015; Garcia *et al.*, 2017; Sugimura and Saito., 2017). Sets were compared based on gene orthogroup membership such that any orthogroup comprising DEGs from different AM host species were scored as common utilization.

### Quantitative RT-PCR

First-strand cDNAs were synthesized from RNA using a RevertAid^TM^ First Strand cDNA Synthesis Kit (Thermo Scientific). The gene-specific primers (Supplementary Table S2) were designed using the Primer Express software (PE applied Biosystems, USA). Reactions containing 500 ng of cDNA with gene-specific primers and SYBR Green PCR Master Mix in a 10-μl reaction were performed in an ABI 7900HT Fast Real-time system. The thermal profiles were: 50 °C for 2 min, 95 °C for 1 min, then 95 °C for 15 s, and 60 °C for 1 min for 40 cycles, followed by generation of a melting-curve. The value of threshold cycle (*C*t) was used to calculate the transcript abundance relative to the housekeeping gene translation initiation factor 1alpha (*P. trifoliata* gene *eIF1alpha*). This reference gene showed more stability than others in *P. trifoliata* mycorrhizal and non-mycorrhizal samples and thus it was selected out from a series of commonly used citrus reference genes (Liu *et al.*, 2013; Wu *et al.*, 2014). For *M. truncatula* samples, the widely used housekeeping gene *MtEF1* was used as the reference.

### Plasmid construction and hairy root-transformed plants of *M.truncatula*

The promoter fragments of the selected *P. trifoliata* (*Ptr*) genes, i.e. *PtrChit2*, *PtrEXO70*, *PtrPMI2*, *PtrLipase3*, and *PtrFatG*, which correspond to 815, 1305, 1235, 1233, and 1915 bp upstream of the translation initiator ATG of the respective genes, were cloned into the pENTR-TOPO^TM^ vector or pDONR 221 vector (Invitrogen) by TOPO or BP reaction using specific primers (Supplementary Table S3). For promoter-GUS analysis, a binary vector pKGWFS2-RR (Op den Camp *et al.*, 2011) including the DsRed expression cassette as a visual marker was used. Subsequently, the promoters of *PtrChit2*, *PtrExo70*, *PtrPMI2*, *PtrLipase3*, and *PtrFatG* were shuffled to the pKGWFS2-RR vector by LR reaction using Gateway^®^ LR Clonase^TM^ II (Invitrogen).

For RNAi analysis, a ~429-bp coding sequence of *MtFatG* (Medtr4g097510) was cloned into the pENTR/D-TOPO^TM^ vector using gene-specific primers (Supplementary Table S3), followed by recombination into the pK7GWIWG2(II) binary vector containing DsRed as a visual selection marker (Limpens *et al.*, 2004) using Gateway^®^ LR Clonase^TM^ (Invitrogen). An empty construct CHEAP-pK7GWIWG2 (II) was used as a negative control in the hairy root transformation assays (Limpens *et al.*, 2004).

All the recombinant plasmids were confirmed by sequencing and introduced into *Agrobacterium rhizogenes* (recently re-classified as *Rhizobium rhizogenes*; Ormeño-Orrillo *et al.*, 2015) strain MSU440 by electroporation, and the positive *Agrobacterium* cells were used for hairy root transformation in *M. truncatula* A17 (Limpens *et al.*, 2004).

### WGA and GUS staining, microscopy, and quantification of AMF colonization

For RNAi analysis, the *M. truncatula* transformed roots were cleaned with water, incubated in 10% (w/v) KOH at 98 °C for 40 min, washed three times in PBS solution, and then incubated in PBS solution containing 0.2 μg ml^–1^ WGA Alexa Fluor 488 at 4 °C overnight. For imaging of arbuscules, confocal microscopy was used (Leica Confocal TCS-SP8, 40× water objective). Roots were cut into 1-cm fragments, and the level of colonization was calculated according to the previously reported method of Trouvelot *et al.* (1986). At least 30 of the 1-cm root fragments were randomly picked and assessed according the class of mycorrhizal colonization and the abundance of arbuscules. The colonization level was expressed by the following parameters: frequency of the mycorrhizae in the root system (F); intensity of the mycorrhizal colonization in the root fragments (m); intensity of the mycorrhizal colonization in the root system (M), arbuscule abundance in mycorrhizal parts of root fragments (a); and arbuscule abundance in the root system (A). All the parameters are expressed as percentages.

For promoter analysis, GUS and WGA Alexa Fluor 488 co-staining was conducted as follows. The transgenic roots were harvested 1 month after inoculation with *R. irregularis* stained with GUS solution at 37 °C for 3–5 h, and then washed three times in water. The roots were then boiled in 10% KOH and WGA 488 staining was conducted as indicated above. GUS and WGA 488 imaging were performed using a Nikon fluorescence microscope. Root segments already stained by GUS solution were embedded in Technovit 7100 (Xiao *et al.*, 2014), sectioned longitudinally (10 μm) using a microtome (RJ2035, Leica), stained in 0.1% Ruthenium Red for 15 min, and then imaged using a Lecia DM5500B microscope.

### Accession numbers

Sequence data from this study can be found in the GenBank database under the following accession numbers: promoter sequence of PtrExo70I (PtrExo70I_pro_, KU664538); PtrPMI2_pro_ (KU664542); PtrChit2_pro_ (KU664543); PtrLipase3_pro_ (KU664544); PtrFatG_pro_ (MH290725). RNA-seq data were deposited in the NCBI GEO (GSE77455).

## Results

### Transcriptomic analysis identified 282 *P. trifoliata* genes responsive to colonization by *Glomus versiforme*

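Lateral roots of Poncirus trifoliata were sampled from plants that had received about 3000 spores of Glomus versiforme (Gv) per pot and from plants without fungus. Both groups were grown with 20 μM phosphorus and sampled at 3 months post-inoculation, with 3 biological replicates of at least 9 plants each. For each of the 6 libraries the authors deposited the number of reads uniquely aligned to each gene of the Citrus sinensis genome, together with the RPKM and the annotation of the gene. A gene without a read in a library is not listed for that library and was taken as 0 reads. Between 4.34 M and 4.63 M reads (M, 1e6) per library were counted on genes in the Gv group (median 4.39 M) and between 4.51 M and 4.71 M in the control group (median 4.56 M). The counts were scaled by edgeR's TMM method and tested gene by gene with edgeR's quasi-likelihood test, and a gene was called when its adjusted p was under 0.05 (Benjamini-Hochberg) and its log2 fold change at least 1 in size. The filter on low counts left 16281 genes for this test, which has no replicate block unless stated. A fold against a control group with 0 reads is given as a lower bound, against 3 reads over the control group. Counting intervals and lower bounds cover counting error only, not the variation between replicates.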

In order to identify AM-responsive genes in the important citrus rootstock *P. trifoliata*, total RNA was extracted from lateral roots of plants colonized by *G. versiforme* (*Gv*) at 3 months post-inoculation (mpi), and from corresponding roots of non-inoculated control plants, and the samples were subjected to RNA-seq analysis. The frequency of mycorrhizae in the roots (F%) was ~80%, with an arbuscule abundance (A%) of 18%, and well-developed arbuscules were observed (Supplementary Fig. S1). Among the 28195 annotated genes in the citrus genome, a total of 22589 were detected in all the biological replicates (Supplementary Table S4).

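The 6 tables together list 22589 genes with at least 1 uniquely aligned read in at least 1 library. Of these, 18333 genes had a read in each of the 6 libraries, and 4256 had none in 1 or more of them. All 3 Gv libraries held reads of 19143 genes and all 3 control libraries held reads of 18876 genes. Single libraries listed 20483 ± 76.3 genes in the Gv group (SD, n = 3) and 20258 ± 54.2 in the control group (SD, n = 3). With a minimum of 5 reads in every library the number was 16000, and with an RPKM of at least 1 in every library it was 14421. There were 148 genes with reads in all 3 Gv libraries and in no control library, and 27 genes with the opposite pattern. At this depth, 0 reads in a library does not show that a gene is not expressed.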

We found that 245 genes were up-regulated and 37 were down-regulated in the AMF-colonized samples when compared to controls (Supplementary Table S5; ≥2-fold change, *P*≥0.8). 

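Over the 16281 genes that passed the filter, edgeR's quasi-likelihood test without a replicate block called 0 genes higher and 0 genes lower in Gv at an adjusted p under 0.05, while 744 genes had an unadjusted p under 0.05. The smallest adjusted p was 0.27, and the common biological coefficient of variation was 29.9%. With the replicate number as a block the coefficient of variation was 16.7%, and 156 genes were called higher and 6 lower. DESeq2 called 187 genes higher and 6 lower, and limma on log2(RPKM + 0.5) called 22 higher and 0 lower, with 730 genes at an unadjusted p under 0.05. The NOISeq criterion that the paper used, re-implemented on the deposited reads (probability of at least 0.8 and a change of at least 2-fold), gave 304 genes higher and 73 lower in Gv, the largest of these counts. Of the 156 genes called higher with the block, 151 were also higher by the NOISeq criterion and 126 by DESeq2, and 121 were called by all 3 methods. Of the 6 genes called lower with the block, 3 were also lower by the NOISeq criterion and 1 by DESeq2, and 0 were called by all 3 methods.
The counts depended on single libraries. Without Gv replicate 3 the test without the block called 68 genes higher and 1 lower, and it called 0 genes with any other library left out. The NOISeq criterion gave 144 genes lower without Gv replicate 3, and of the 73 genes lower in all libraries 37 were still lower without control replicate 3. Every Gv library lay above every control library in 841 of the genes tested and below in 655, together 9.19%. Chance gives 10% for exchangeable libraries, which these are not, since replicate 3 deviates in both groups. The 3 other splits that also part all numbers gave 7.28%, 3.65% and 4.29%, and the 6 splits that do not gave 4.40% to 18.9%. The paper states the number of genes that passed its limits and goes on from them to the orthologs in other plants. It also reports higher qRT-PCR levels in colonized roots for a selection of raised genes, measured on independent samples. Further evidence in the paper comes from promoter assays and from silencing of FatG in M. truncatula.

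**Figure D1:**
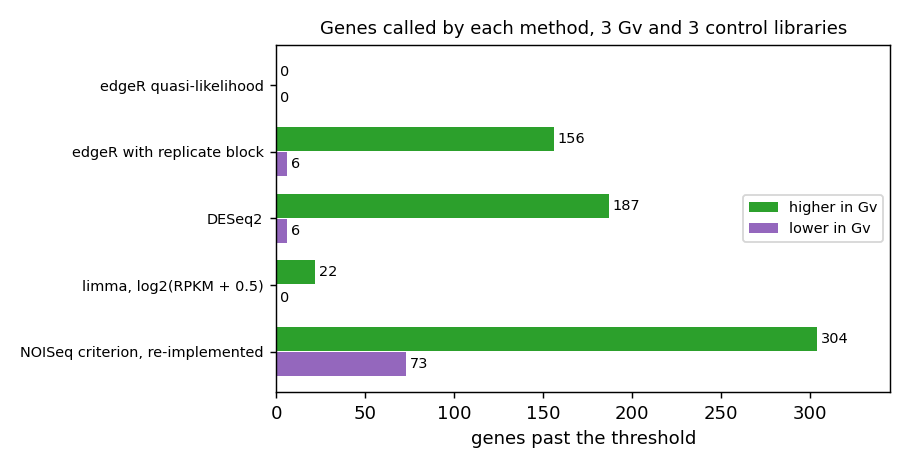
Number of genes called higher (green) or lower (purple) in the 3 Gv libraries than in the 3 control libraries, by method. The counts of higher genes run from 0 with edgeR's quasi-likelihood test without the replicate block to 304 with the NOISeq criterion.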

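The phosphate transporter gene Cs7g29450 had 839, 983 and 5257 reads in Gv replicates 1, 2 and 3 and 2, 1 and 0 reads in the controls. The ratio of the pooled reads, scaled by library, was 2415 (95% exact counting interval 826 to 11710). Its log2 fold change was 11.08 (standard error 1.30, adjusted p = 0.287 from edgeR's quasi-likelihood test). The second gene, Cs9g18560, had 347, 377 and 2220 reads in Gv and 0 reads in every control library, at least 1004-fold higher in Gv, with an adjusted p of 0.36 from the same test. With the replicate block the adjusted p was 0.00258 for Cs7g29450 and 0.00448 for Cs9g18560, and with DESeq2 it was 1.18e-18 and 7.49e-09. Without Gv replicate 3, and with all other libraries kept, the unblocked adjusted p of Cs7g29450 was 0.00405 and that of Cs9g18560 was 0.00925. By fitted log2 fold change Cs9g18560 ranked 2nd and Cs7g29450 ranked 16th of 16281 genes, although the fitted value of a gene with 0 control reads depends on the prior count. Among the 304 genes higher by the NOISeq criterion, Cs7g29450 ranked 4th and Cs9g18560 ranked 5th.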

Among the most *Gv*-induced *P. trifoliata* genes were two genes (Cs7g29450 and Cs9g18560) that are orthologous to *MtPT4*, which encodes a symbiotic phosphate transporter that is strongly induced by AMF and is essential for symbiotic phosphate uptake in the model plant *M. truncatula* (Javot *et al.*, 2007).

To validate our RNA-seq data, we selected 36 genes that showed elevated expression levels in *Gv*-colonized roots and examined their expression by quantitative RT-PCR using independent samples. 

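Supplementary Table S2 gives primers for 35 target genes, 1 fewer than the paper's text counts, and the genes Cs7g12680 and orange1.1t04380 have the same primers, so these may share reads and are not certain to be separate targets. The RNA-seq values of the 35 genes are given here, counted per gene, since the qRT-PCR was done on independent samples. In 34 of the 35 genes every Gv library had a higher RPKM than every control library, and 18 of them had 0 reads in the control group. The filter kept 34 genes, with log2 fold changes between 1.24 and 13.82. The median was 9.23, or 6.89 with the genes at 0 control reads set to their lower bound. None of the 34 was called by edgeR's quasi-likelihood test, in which 33 had an unadjusted p under 0.05, and 33 were called when the p-values were adjusted over the list alone. The study chose this list on the same libraries, so the latter is not independent evidence. With the replicate block 29 were called, with DESeq2 28, by the NOISeq criterion all 35, and without Gv replicate 3 the unblocked test called 16. For some of the genes that DESeq2 did not call, it gave neither an unadjusted nor an adjusted p, so these are untested by it and not negative. The fitted value of a gene with 0 control reads depends on the prior count, so the top rank in this list is uncertain. The largest fitted log2 fold change was that of Cs7g05270, with 479, 647 and 4200 reads in Gv and 0 in every control, at least 1817-fold higher. The smallest was that of Cs3g18690, which had 767, 458 and 91 reads in Gv and 248, 290 and 27 in the controls, a log2 fold change of 1.24 (standard error 0.97, adjusted p = 1.00 from edgeR's quasi-likelihood test) and 0.164 with the block. In 33 of the 35 genes replicate 3 was the highest of the Gv libraries.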

The results showed that all of these genes did indeed display higher expression levels in *Gv*-colonized root samples compared to non-inoculated controls (Supplementary Fig. S4A, Supplementary Table S6), confirming the RNA-seq data.

### The *P. trifoliata* AMS-regulated gene set is highly enriched for known AMS-associated genes

To assess to which extent the *P. trifoliata* transcriptome data covered the genes known to be implicated in AMS, we searched the data for 24 genes reported to be functionally associated with, and up-regulated in, AMS (Supplementary Table S7), as well as for orthologs of the 138 *M. truncatula* genes that are reported to be conserved in AMF host plants but absent in non-host plants, as identified by a phylogenomics approach (Bravo *et al.*, 2016).

*Poncirus trifoliata* orthologs of 21 of the selected 24 AMS-associated genes that are up-regulated in herbaceous plants during AMS (*PT4*, *Exo70I*, *FatM*, *KIN3*, *RAM1*, *RAM2*, *STR*, *STR2*, *RAD1*, *VAPYRIN*, *HA1*, *KIN5*, *CYT733A1*, *KIN2*, *DISI/KASII*, *MYB1*, *OsNOPE*, *ERF1*, *PDR1*, *SbtM1*, *SbtM3*) were also found to be up-regulated in AMF-colonized *P. trifoliata* roots (Fig. 1A, Supplementary Tables S7, S12). 

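The text gives gene identifiers for 8 P. trifoliata genes of this list, the PT4, Exo70I, HA1, PDR1, NOPE, MYB1 and KASII orthologs. All 8 had a log2 fold change above 0, from 2.16 to 12.97, and in 7 of the 8 every Gv library lay above every control library. The exception was the NOPE ortholog. Of these 8 genes edgeR's quasi-likelihood test called 0, with 7 at an unadjusted p under 0.05, and 7 were called adjusted over the list alone. The paper gives these genes as up-regulated in the same libraries, so the latter is not independent evidence. The replicate block and DESeq2 each called 6, and the NOISeq criterion called 8. DESeq2 gave no adjusted p for the Exo70I ortholog. Without Gv replicate 3 the unblocked test called 7.

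**Figure D2:**
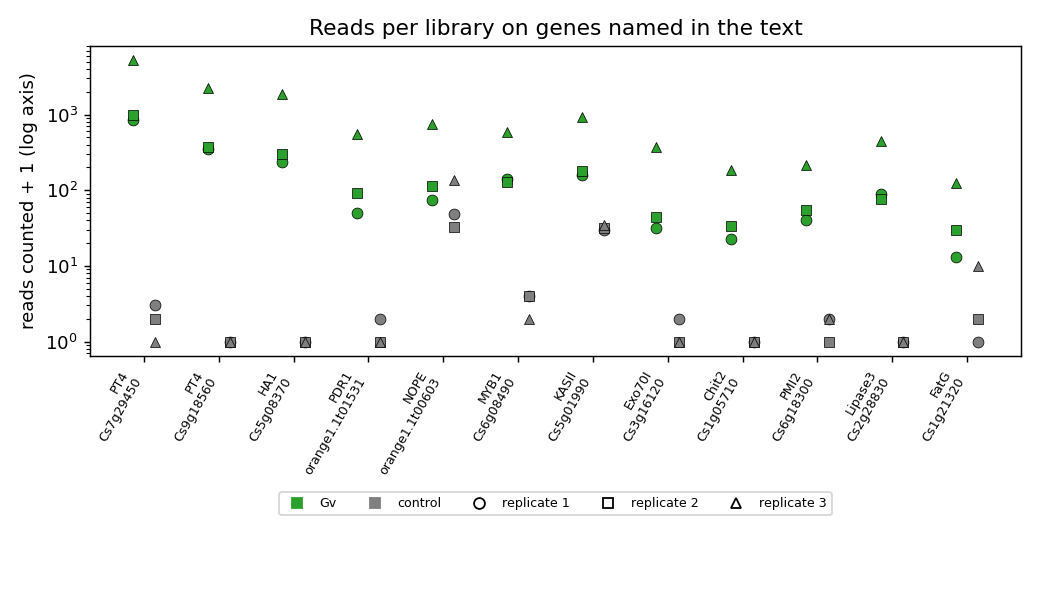
Reads plus 1 on a log axis for 12 genes named in the text, with 3 Gv libraries in green and 3 control libraries in gray and the replicate number as the marker. Replicate 3 is the highest Gv library in each of these genes.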

Two AMS-associated genes that did not show up-regulation in our transcriptome analysis were *MIG1* (Heck *et al.*, 2016) and *RFCb* (Bravo *et al.*, 2016), while *Poncirus*/citrus lacks a true ortholog of the GRAS transcription factor DIP1(Yu *et al.*, 2014) (Supplementary Table S8).

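The files hold a pair of genes that the paper assigns to the MIG1 orthogroup. The gene orange1.1t01684 had 96, 128 and 282 reads in Gv and 77, 90 and 63 in the controls. Its log2 fold change was 1.17 (95% confidence interval 0.15 to 2.19, adjusted p = 0.952 from edgeR's quasi-likelihood test, unadjusted p = 0.0303) and 1.04 with the replicate block (adjusted p = 0.534). DESeq2 gave an adjusted p of 0.532. The NOISeq criterion placed it past its limits, with a probability of 0.817 and a log2 ratio of 1.20. Without Gv replicate 3 the log2 fold change was 0.56. The other gene, Cs9g02380, had 3, 5 and 24 reads in Gv and 0 in the controls, at least 10.9-fold higher, and was too low for the filter. Its NOISeq probability was 0.684, under the limit. The text gives no identifier for the RFCb ortholog.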

**Fig. 1.**
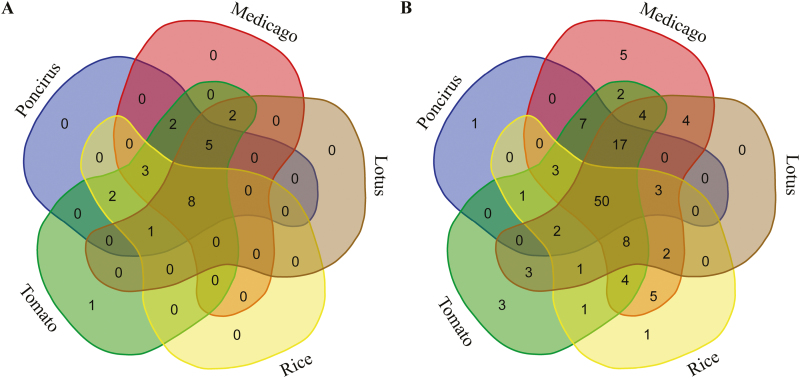
Distribution of orthologs of 24 known AMS genes and 138 AM-conserved *Medicago truncatula* genes in *Poncirus trifoliata*, *M. truncatula*, *Lotus japonicus*, *Oryza sativa*, and *Solanum lycopersicum*. (A) Venn diagram showing the number of known AMS genes up-regulated in the transcriptome data of the five AM host plants. (B) Venn diagram showing the number of 138 AMS conserved *M. truncatula* genes (Bravo *et al.*, 2016) containing orthologs that are similarly up-regulated in the transcriptome data of the five AM host plants. The transcriptome data in (A, B) are based on *M. truncatula* (Hogekamp *et al.*, 2011; Gaude *et al.*, 2012; Garcia *et al.*, 2017), *L. japonicus* (Handa *et al.*, 2015), *S. lycopersicum* (Fiorilli *et al.*, 2009; Sugimura and Saito., 2017), and *O. sativa* (Gutjahr *et al.*, 2015).

Among the 138 *M. truncatula* genes that have orthologs conserved in AMF host plants (Bravo *et al.*, 2016), 102 had orthologs (based on orthogrouping, see below) that showed up-regulation in at least two additional AM-host plants (Fig. 1B). Notably, orthologs of 84 of these 138 genes also showed up-regulation in AMF-colonized roots of *P. trifoliata* (Fig. 1B). These results indicated that AMF-induced transcriptional reprogramming has a core set of genes conserved between *P. trifoliata* and the four model plants, which are likely to have key functions in AM symbiosis.

### Conservation of cis-regulatory elements in AMS-induced genes

Many AMF-induced genes are highly expressed in arbuscule-containing cells (Hogekamp *et al.*, 2011; Gaude *et al.*, 2012). To assess whether orthologous genes from *P. trifoliata* also showed a similar spatial expression pattern as their herbaceous counterparts, we studied whether the cis-regulatory elements in the corresponding *P. trifoliata* promoter regions resulted in similar arbuscule-enriched expression patterns. We performed promoter-*GUS* analyses by heterologous expression of five *P. trifoliata Gv*-induced genes in *M. truncatula*. These five genes are predicted to encode a subunit protein of the EXO70 family protein member (*PtrExo70I*, Cs3g16120), a type-2 chitinase (*PtrChit2*, Cs1g05710), a protein plastid movement impaired 2 isoform (*PtrPMI2*, Cs6g18300), a lipase class 3 (*PtrLipase3*, Cs2g28830), and a 3-ketocyl-ACP reductase (*PtrFatG*, Cs1g21320). 

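Each of the 5 genes had a higher RPKM in every Gv library than in every control library. Exo70I (Cs3g16120) had 31, 43 and 373 reads in Gv and 1, 0 and 0 in the controls, a pooled ratio of 457 (95% exact counting interval 81.7 to 18110). Chit2 (Cs1g05710) had 22, 33 and 183 reads in Gv against 0 in every control, at least 81.2-fold higher. PMI2 (Cs6g18300) had 40, 53 and 214 reads in Gv and 1, 0 and 1 in the controls, a pooled ratio of 157 (interval 43.1 to 1303). Lipase3 (Cs2g28830) had 88, 75 and 447 reads in Gv against 0 in every control, at least 208-fold higher. The values of FatG (Cs1g21320) stand with its functional analysis. The adjusted p of the 5 genes lay between 0.299 and 0.739 in edgeR's quasi-likelihood test, which called 0 of them, with 5 at an unadjusted p under 0.05. With the replicate block all 5 were called, with DESeq2 4, by the NOISeq criterion 5, and without Gv replicate 3 the unblocked test called 3. DESeq2 gave no adjusted p for Exo70I.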

We introduced each of the five *P. trifoliata* promoter-*GUS* constructs into roots of *M. truncatula* A17 by *Agrobacterium rhizogenes*-mediated transformation and assessed for GUS activity in transgenic roots inoculated with *R. irregularis* and non-inoculated control roots. All the selected *P. trifoliata* promoters resulted in arbuscule-enriched GUS expression (Supplementary Figs S2, S3), in line with the predicted expression pattern of the orthologous genes from *M. truncatula* (Gaude *et al.*, 2012; Hogekamp and Küster, 2013). By manually analysing the promoter sequences of the five *P. trifoliata* genes and their othologous genes in *M. truncatula*, we found all the five pairs of promoters contained one known mycorrhizal-related cis-regulatory motif MYCS/CTTC (Chen *et al.*, 2011; Lota *et al.*, 2013) or CTTC-like motifs with a single nucleotide mismatch (Supplementary Table S9). This indicated that the cis-regulatory elements required for arbuscule-enriched expression are largely conserved between *P. trifoliata* and *M. truncatula*.

Taken together, these results strengthen the notion that a core AMF-induced transcriptional program is evolutionary conserved.

### Comparative transcriptome analyses reveal conservation in transcriptional reprogramming during AMS

To further investigate the extent to which the transcriptional reprogramming upon AMS is conserved in the five flowering plant species (*P. trifoliata*, *M. truncatula*, *L. japonicus*, *S. lycopersicum*, and *O. sativa*), we performed a wider comparative transcriptome analysis. To determine orthologous relationships for AMF-induced DEGs, we first established a total of 15239 orthology groups (orthogroups) using OrthoFinder (Emms and Kelly, 2015) based on available proteomes (see Methods). The construction of orthogroups included proteomes from the five selected AM host plants as well as from *A. thaliana* and the basal angiosperm *Am. trichocarpa*. These orthogroups contained 23872 (81% of the whole genome gene) citrus genes, 41200 (71%) *M. truncatula* genes, 25235 (64%) *L. japonicus* genes, 21410 (51%) *S. lycopersicum* genes, and 25234 (51%) *O. sativa* genes. Next, we identified orthogroups containing AMF-induced genes from each of the five host plants and compared their expression patterns based on available data sets; representing in total 2368, 2124, 996, 1839 up-regulated genes and 324, 431, 446, 2612 down-regulated genes from *M. truncatula* (Hogekamp *et al.*, 2011; Gaude *et al.*, 2012; Garcia *et al.*, 2017), *L. japonicus* (Handa *et al.*, 2015), *S. lycopersicum* (Fiorilli *et al.*, 2009; Sugimura and Saito, 2017), and *O. sativa* (Gutjahr *et al.*, 2015), respectively.

We first analysed genes that exhibited AMF-induced up-regulation. As shown in the Venn diagram in Fig. 2A, we identified 28 orthogroups, representing 41 (*O. sativa*), 50 (*P. trifoliata*), 63 (*L. japonicus*), 63 (*S. lycopersicum*), and 89 (*M. truncatula*) genes that showed up-regulation in all the five AM host plants. There were 106 orthogroups that contained up-regulated genes from at least four of the five plant species, and 72 orthogroups that contain up-regulated genes in at least three other plant species in addition to *P. trifoliata*. In total, 143 orthogroups representing 186 up-regulated *P. trifoliata* genes (75.9 % of all up-regulated genes) contained orthologous genes from at least one other species.

**Fig. 2.**
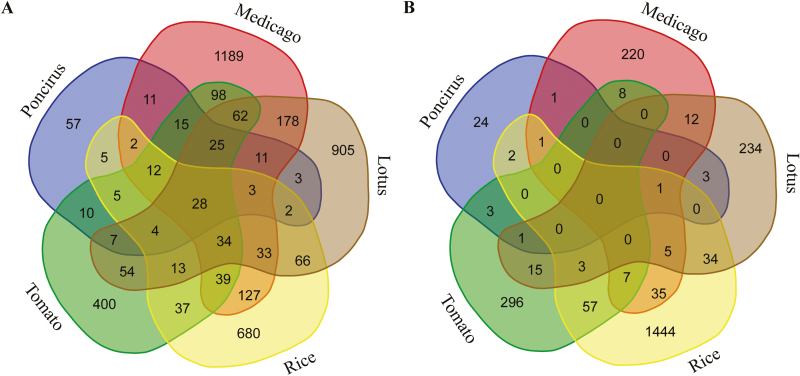
Distribution of up- and down-regulated orthogroups upon AMF colonization in *Poncirus trifoliata*, *Medicago truncatula*, *Lotus japonicus*, *Oryza sativa*, and *Solanum lycopersicum*. (A) Venn diagram showing the number of up-regulated orthogroups among the five AM host plants. (B) Venn diagram showing the number of down-regulated orthogroups among the five AM host plants. The transcriptome data in (A, B) are based on *M. truncatula* (Hogekamp *et al.*, 2011; Gaude *et al.*, 2012; Garcia *et al.*, 2017), *L. japonicus* (Handa *et al.*, 2015), *S. lycopersicum* (Fiorilli *et al.*, 2009; Sugimura and Saito., 2017), and *O. sativa* (Gutjahr *et al.*, 2015).

We tentatively defined those AMF-induced *P. trifoliata* genes that were members of orthogroups containing genes induced by AMF from at least two other plant species as the core set of *P. trifoliata* candidate genes important for AMS. This core set contained 153 up-regulated genes, which included the 21 AMS-associated genes and orthologs of 83 (representing 59 *P. trifoliata* genes) of the 138 *M. truncatula* genes conserved in AM-host plants, and three down-regulated genes (Supplementary Table S12). From this set, orthologs of 50 genes showed up-regulation in all five AM host plants. In addition to the *P. trifoliata* core set, we found 181 orthogroups containing genes that were induced in at least three plant species but not in *P. trifoliata*, which included two of the 24 AM-associated genes (Supplementary Table S8) and 19 of the 138 genes conserved in AM-host plants (Supplementary Table S10).

Of the 282 DEGs in *P. trifoliata*, 43 genes (33 up- and 10 down-regulated) did not have clear orthologous genes in any of the other four species, and 41 genes (27 up- and 14 down-regulated) did not have orthologs that were transcriptionally regulated in any of the other four species (Supplementary Table S11). A total of 1189, 905, 680, and 400 orthogroups representing more than 41.3%, 25.3%, 7.4% and 25.9% of the total number of up-regulated genes contained genes that were uniquely induced in *M. truncatula*, *L. japonicus*, *O. sativa*, and *S. lycopersicum*, respectively (Fig. 2A), in addition to 221, 368, 543, 142 up-regulated genes that did not have clear orthologous genes in the other species.

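The gene Cs8g07230, annotated in the files as a large subunit of glucose-1-phosphate adenylyltransferase, had 240, 296 and 1196 reads in Gv replicates 1, 2 and 3 and 215, 284 and 8842 reads in the controls of the same numbers. Its log2 fold change fell by 2.35 (95% confidence interval -5.94 to 1.24, adjusted p = 1.00 from edgeR's quasi-likelihood test), and with the replicate block it fell by 0.85 (adjusted p = 0.79). In 2 of the 3 numbers the Gv library was the higher one. Without control replicate 3 the log2 fold change was 1.24 (adjusted p = 0.81), in a test without the block that keeps Gv replicate 3, in which the gene was 4.57-fold higher than in Gv replicates 1 and 2. With the block, where number 3 then no longer informs the comparison, it was at most 0.12 with 1 library left out. The NOISeq criterion placed the gene among those lower in Gv, with a probability of 0.959, and, without control replicate 3, among those higher, with a probability of 0.859 and a log2 ratio of 1.28. DESeq2 gave no adjusted p for it, with a log2 fold change of -2.35. The difference between the group means thus rested on 1 control library and was not larger than the spread between replicates.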

Interestingly, among the 37 *P. trifoliata* genes that showed down-regulation upon AMF colonization, we only identified one orthogroup (containing one *P. trifoliata* gene, Cs8g07230) that contained orthologous genes in the other species that were also down-regulated. There were relatively few orthologous genes that were commonly down-regulated between any three of these five species during AMS (Fig. 2B).

### Functional analysis of core genes

Our *P. trifoliata* comparative transcriptomics approach revealed a core set of genes that transcriptionally responded to different AMF in several diverse plant species, which strongly suggested that they play key roles in the symbiosis. To test this, we focused on one of the core set of AMF-induced and arbuscule-enriched *P. trifoliata* genes, *FatG*, for functional analysis. 

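In the RNA-seq libraries PtrFatG (Cs1g21320) had 12, 29 and 123 reads in Gv and 0, 1 and 9 in the controls. Its RPKM was 11.8 ± 13.1 in Gv (SD, n = 3) and 0.689 ± 1.02 in the controls (SD, n = 3). The pooled ratio was 16.8 (95% exact counting interval 8.90 to 35.6), and the log2 fold change was 4.04 (standard error 1.25, adjusted p = 0.739 from edgeR's quasi-likelihood test). With the replicate block the log2 fold change was 4.13 (adjusted p = 0.0169), with DESeq2 it was 4.11 (adjusted p = 0.0479), and the NOISeq probability was 0.925. In the unblocked test the log2 fold change lay between 2.59, without Gv replicate 3, and 6.47, without control replicate 3, and the adjusted p stayed at 0.525 or above. In the test with the block FatG was called in 3 of the 6 runs with 1 library left out.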

Its putative ortholog in *M. truncatula* (*MtFatG*; Medtr4g097510) was highly induced in arbuscule-containing cells, as revealed by RNA-seq analyses of laser-microdissected mycorrhizal root tissue (Supplementary Fig. S4B, C; Gaude *et al.*, 2012; Zeng *et al.*, 2018). To determine the role of *FatG* in AMS, we generated transgenic *M. truncatula* roots expressing an RNAi construct targeting *MtFatG* and confirmed that they exhibited reduced expression to less than 5% of that detected in control roots, based on qRT-PCR analysis (Fig. 3A). Reduction of *MtFatG* did not significantly affect colonization levels by *R. irregularis* (Fig. 3B). However, the abundance of the mature/well-developed arbuscules was strongly reduced (indicated by asterisks in Fig. 3C); 13.03% (a%) in *MtFatG* RNAi roots compared to 41.97% in empty vector control roots (Fig. 3B). Correspondingly, *MtFatG*-RNAi roots tended to contain more collapsed arbuscules associated with septa (indicated by arrows in Fig. 3C) compared to control roots (Fig. 3D) (a%, *P*<0.2313; A%, *P*<0.3040; ANOVA). Lower levels of functional arbuscules in the RNAi roots were also indicated by lower expression levels of the arbuscule-specific marker *MtPT4* compared to control roots (Fig. 3A). These results demonstrated that *FatG* is required for the maintenance of arbuscule development during mycorrhizal symbiosis in *M. truncatula* and probably also in other plant species. This identifies a novel component of the mycorrhiza-induced regulon involved in fatty acid biosynthesis, which has been implicated in providing lipids as the carbon source for the fatty-acid auxotrophic AM fungi (Bravo *et al.*, 2017; Jiang *et al.*, 2017; Keymer *et al.*, 2017; Luginbuehl *et al.*, 2017).

**Fig. 3.**
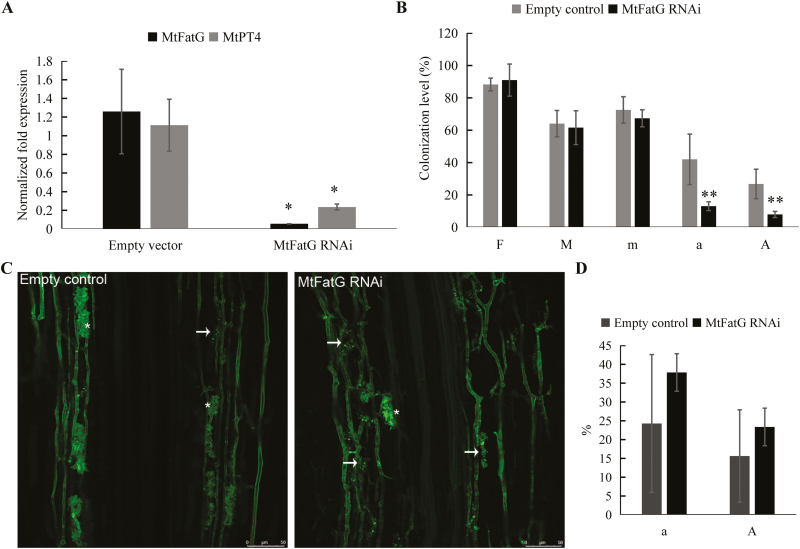
Silencing of *MtFatG* in *Medicago truncatula* impairs the development of arbuscules. (A) Transcription levels of *MtFatG* and *MtPT4* in *M. truncatula* RNAi transgenic roots and empty vector transgenic roots (control) based on qPCR analysis. Data are means (±SD) from five independent control transgenic roots and three independent *MtFatG*-RNAi transgenic roots. *MtEF* was used as the reference gene. Significant differences compared to the control were determined using Student’s *t*-test (*P<0.05). (B) Quantification of mycorrhization in *MtFatG*-RNAi and control roots, based on the method of Trouvelot *et al.* (1986). Data are means (±SD) from five independent control transgenic roots and six independent *MtFatG*-RNAi transgenic roots. F, frequency of mycorrhization in more than 200 root fragments of 1 cm each; M, intensity of infection in the total root system; m, intensity of infection in all mycorrhized root fragments; a, arbuscule abundance in mycorrhized root parts; A, arbuscule abundance in the total root system. Significant differences compared with the control were determined using Student’s *t*-test (**P<0.01). (C) Hairy roots of *M. truncatula* transgenic for an RNAi construct targeting *MtFatG* and empty vector controls were inoculated with *R. irregularis* and root segments were stained with WGA-Alexa fluor 488 followed by fluorescence imaging. Asterisks indicate well-developed arbuscules; arrows indicate degrading arbuscules. Scale bars are 50 μm. (D) Quantification of the abundance of degrading arbusulces in *MtFatG*-RNAi and control roots. Data are means (±SD) from five independent control transgenic roots and six independent *MtFatG*-RNAi transgenic roots. a, abundance of degrading arbuscules in all mycorrhized root parts; A, abundance of degrading arbuscules in the total root system. The data are representative results from two independent replicates.

## Discussion

In this study we present the first genome-wide examination of the transcriptional response of *Poncirus trifoliata*, the most common citrus rootstock, upon colonization by the AMF *Glomus versiforme*. Through comparative transcriptome analysis we identified a core set of AM-induced genes for AMS that are conserved between *P. trifoliata* and four model plant species. This corroborates the notion of an ancient symbiotic pathway that triggers a conserved expression program in evolutionarily diverse plants, in line with other studies that have compared AM-induced genes between plant species (Breuillin *et al.*, 2010; Tromas *et al.*, 2012).

Several factors affect/complicate the comparison of expression profiles between different transcriptome studies. These include, for example, differences in growth conditions, transcriptome profiling methods, and associated analysis parameters (microarray/Genechip versus RNA-seq, whole-root versus specific cell types isolated by laser-capture microdissection), as well as variable colonization levels and fungal identity. With respect to the latter, it has been shown that more than 50% of the AM-induced genes in *M. truncatula* roots differ depending on the identity of the fungal species, i.e. *G. mosseae* versus *R. irregularis* (Hohnjec *et al.*, 2005; Hogekamp *et al.*, 2011). Thus, part of the differences in expression profiles between the studies we have compared may be due to the use of different AMF species: *G. versiforme* in *P. trifoliata*, *R. irregularis* in *L. japonicus* (Handa *et al.*, 2015) and *O. sativa* (Gutjahr *et al.*, 2015), *R. irregularis* and *G. mosseae* in *M. truncatula* (Hogekamp *et al.*, 2011; Gaude *et al.*, 2012; Garcia *et al.*, 2017) and *S. lycopersicum* (Fiorilli *et al.*, 2009; Sugimura and Saito., 2017). This may in part contribute to the identification of 181 orthogroups that contained AMF-induced genes in at least three of the herbaceous plants but which lacked a *P. trifoliata*-induced gene. However, the fact that a conserved transcriptional program is used in different plants interacting with different AMF strengthens the notion that such differentially expressed genes probably play key general roles in the symbiosis.

In addition, the developmental status of the root system has been shown to impact the AM-dependent transcriptome. A recent comparison in rice showed a striking difference in the number of DEGs upon AMS depending on the root type (Gutjahr *et al.*, 2015). Rice produces three root types that differ in AM colonization levels: low-colonized crown roots, highly colonized large lateral roots, and non-colonized fine laterals. The large lateral roots show a strikingly lower number of DEGs compared to crown roots, even though the latter are less well colonized. In this respect it is worth noting that we only used non-woody lateral roots of *P. trifoliata* for the transcriptome analyses, in order to avoid older woody/lignifying roots for which it is difficult to extract good-quality RNA and which are not colonized by AMF. This may in part explain the relatively small number of DEGs that we found in *P. trifoliata* compared to some of the more extensively studied herbaceous plants.

Despite these issues, we hypothesize that a considerable number of the DEGs that were only detected in one plant species (7.4–41.3% of the total DEGs; Fig. 2A) reflect the true differential impact of AMS on the distinct physiological and developmental programs of the different host species. AMF-dependent transcriptional repression in particular seemed to be considerably different in different AM host plants, as only a few orthologous genes were found to be commonly down-regulated between three of the five species studied.

We noted that three of 24 functionally characterized AM-induced genes did not show up-regulation in the *P. trifoliata* transcriptome data. These were *MIG1*, *DIP1*, and *RFCb*. It has been reported that the GRAS-domain transcription factor MtMIG1 functions in both arbuscule development and cortical cell expansion (Heck *et al.*, 2016). Based on our phylogenetic analysis, we noted that while *M. truncatula* had five genes assigned to the MIG1 orthogroup, there are only two *P. trifoliata* genes (Cs9g02380 and orange1.1t01684) orthologous to *MtMIG1* (Supplementary Fig. S5). It is possible that strong constitutive expression of these two *P. trifoliata MIG1* genes is sufficient for arbuscule development during mycorrhization or that weak expression of these genes in arbuscules cells could not be detected using our whole-root samples. 

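In the control libraries orange1.1t01684 had an RPKM of 8.82 ± 1.41 (SD, n = 3), at the 68.0th percentile of the genes detected. Cs9g02380 had no read in any of the 3 control libraries, and in Gv its RPKM was 1.88 ± 2.08 (SD, n = 3). At a depth of 4.51 M to 4.71 M reads (M, 1e6) per control library an expression of Cs9g02380 too low to give a read is not excluded.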

With regard to *DIP1* (also a GRAS-domain transcription factor; Yu *et al.*, 2014) and *RFCb* (a protein that has a domain shared with DNA replication factor; Bravo *et al.*, 2016), it is interesting to note that the *C. sinensis* genome lacked an ortholog of *DIP1*. In *L. japonicus* and *S. lycopersicum* the ortholog of RFCb was shown to be up-regulated, whereas this was not the case in rice.

Despite these differences, we detected a set of 153 *P. trifoliata* genes that were significantly induced upon mycorrhization and whose orthologs in at least two other plant species were similarly induced upon AMS. This set reflected a core genetic program that was induced independent of plant and fungal identity. We therefore consider this core set of genes as likely key candidates to play important roles in AM symbiosis, at least within angiosperms. Many (59) of the core genes that we identified have been shown by a previous phylogenomics approach to be strictly conserved in AM host plants but absent in non-host plants (Bravo *et al.*, 2016). In addition, our comparative transcriptome approach identified 94 conserved AMF-induced genes that were not identified by the phylogenomics-only approach (Bravo *et al.*, 2016). The reason for this is that in the latter study a more extensive set of plant species were compared and orthologous genes could be found in some non-host plants. The conserved transcriptional response that we found here suggests that such genes are also likely to play a role in AMS. This is supported by the functional characterization of several of these genes. For example, the H^+^-ATPase HA1 (represented by Cs5g08370) is required to energize nutrient uptake and arbuscule development in M. *truncatula* and *O. sativa* (Krajinski *et al.*, 2014; Wang *et al.*, 2014); the ABC transporter PDR1 (represented by orange1.1t01531) is required for transport of strigolactones and regulates the development of AM symbiosis in *Petunia hybrida* (Kretzschmar *et al.*, 2012); the N-acetlyglucosamine transporter NOPE (represented by orange1.1t00603) was shown to be essential for the initiation of AM symbiosis in rice and *Zea mays* (Nadal *et al.*, 2017); and the recently identified transcription factor MYB1 (represented by Cs6g08490) as well as its downstream cysteine proteases CP3, CP4/CP5 (represented by Cs2g15480, Cs2g15490, and Cs2g15700) and chitinases (represented by Cs8g17580, Cs9g14710, and orange1.1t00435) are associated with arbuscule degeneration in M. *truncatula* (Floss *et al.*, 2017). 

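In the whole lateral roots HA1 (Cs5g08370) had 235, 303 and 1868 reads in Gv and 0 in every control library, at least 821-fold higher (adjusted p = 0.371 from edgeR's quasi-likelihood test, 0.00448 with the replicate block). PDR1 (orange1.1t01531) had 49, 90 and 560 reads in Gv and 1, 0 and 0 in the controls, a pooled ratio of 715 (95% exact counting interval 128 to 28290). The NOPE ortholog (orange1.1t00603) had 73, 113 and 742 reads in Gv and 47, 32 and 137 in the controls. Its log2 fold change was 2.16 (standard error 1.00, adjusted p = 1.00 from the same test, 0.157 with the block), and it fell to 0.40 without Gv replicate 3. MYB1 (Cs6g08490) had 140, 126 and 582 reads in Gv and 3, 3 and 1 in the controls, a log2 fold change of 6.89 (standard error 0.95).
Among the cysteine protease genes, Cs2g15490 had 45, 91 and 1160 reads in Gv and Cs2g15700 had 72, 144 and 994, both with 0 reads in every control, at least 442-fold and at least 413-fold higher. Cs2g15480 had 0, 10 and 140 reads in Gv and 0 in the controls, and did not pass the filter. These protease genes may share reads with each other, which the files do not resolve, so their single values are uncertain. Of the chitinase genes, orange1.1t00435 had 104, 165 and 1100 reads in Gv and 10, 7 and 8 in the controls, a log2 fold change of 5.80. Cs8g17580 rose by 4.03 on the log2 scale, and its adjusted p was 0.0693 with the block. Cs9g14710 had 30, 54 and 459 reads in Gv and 28, 29 and 19 in the controls, and without Gv replicate 3 its log2 fold change went from 2.88 to 0.74. Of the 6 protease and chitinase genes the unblocked test called 0, with 5 at an unadjusted p under 0.05, the block called 3, DESeq2 4 and the NOISeq criterion 6. Without Gv replicate 3 the unblocked test called 1.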

The core set of genes also includes the ketoacyl-ACP synthase LjDISI/MtKasII (represented by Cs5g01990), which is an essential component of the mycorrhiza-induced regulon involved in fatty acid biosynthesis (Jiang *et al.*, 2017; Keymer *et al.*, 2017). This regulon has been shown to include the AM-host conserved fatty acyl–acyl carrier protein (ACP) thioesterase FatM and the glycerol-3-phosphate acyltransferase RAM2, involved in 16:0 β-monoacylglycerol synthesis (Wang *et al.*, 2012; Bravo *et al.*, 2017; Jiang *et al.*, 2017; Luginbuehl *et al.*, 2017). 

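The KASII ortholog Cs5g01990 had 156, 180 and 938 reads in Gv and 29, 31 and 34 in the controls. Its log2 fold change was 3.80 (standard error 0.80, adjusted p = 0.377 from edgeR's quasi-likelihood test). With the replicate block the adjusted p was 0.0702, with DESeq2 it was 1.24e-05, and without Gv replicate 3 the unblocked test gave 0.00925.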

Mutants in these genes all display defects in arbuscule development. We identified eight additional genes in the core set that are related to lipid metabolism (Supplementary Table S12). One of these, *FatG*, is a 3-ketocyl-ACP reductase that mediates reduction of the 3-keto group from acetoacetyl-(acp) to 2-oxohexadecanoyl-(acp), which is the next step following KASI/KASII in fatty acid synthesis (Kallberg *et al.*, 2002). Our observation that silencing of *FatG* in *M. truncatula* roots resulted in impaired arbuscule development suggests a conserved role for *FatG* in the fatty acid synthesis regulon to provide lipids to the fungus.

Overall, our results highlight the power of comparative transcriptomics to identify additional host genes and programs essential for AMS. The conserved AM-up-regulated genes presented here represent a valuable data set to guide future functional studies.

## Supplementary data

Supplementary data are available at *JXB* online.

Fig. S1. Mycorrhizal colonization levels and AM fungal structures in *P. trifoliata* roots.

Fig. S2. Assays for promoter activity of the *P. trifoliata Chit2*, *PMI2*, *Lipase3*, and *Exo70I* genes in transgenic *M. truncatula* hairy roots.

Fig. S3. Promoter activity of *P. trifoliata FatG* in the transgenic *M. truncatula* hairy roots.

Fig. S4. Gene expression of *PtrFatG* and *MtFatG* in mycorrhizal and non-mycorrhizal roots.

Fig. S5. A clade of the phylogenetic tree of MIG1 proteins.

Table S1. Summary of results of mapping to the reference genome.

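By the percentages of Supplementary Table S1, which are the paper's, 72.1% ± 0.62 of the reads were mapped in Gv (SD, n = 3) and 73.5% ± 0.764 in the controls (SD, n = 3). The difference of -1.44 percentage points has an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. Over all 6 libraries the mean was 72.8%. Uniquely matched reads made up 65.7% in Gv and 67.0% in the controls, a difference of -1.34 points with the same exact permutation p. The deposited tables hold 94.4% to 95.0% of the uniquely matched reads of each library as reads on genes.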

Table S2. Gene-specific primers used in quantitative RT-PCR.

Table S3. List of construct and gene primers used in this study.

Table S4. Transcripts detected in all the six samples by RNA-seq.

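The copy of Supplementary Table S4 at hand holds the first part of its rows. The 6162 read counts in these rows are the same as the deposited ones, and 1 of the 6162 RPKM values differs from the deposited value by more than 0.01. The deposited RPKM of a gene equals its reads divided by the gene length in kb and by the reads on all genes of the library, in units of 1e6 reads.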

Table S5. Differentially expressed genes in response to *G. versiforme* colonization in *P. trifoliata*.

Table S6. Gene expression levels detected by quantitative RT-PCR.

Table S7. List of 24 genes known to be functional in AMS.

Table S8. List of three genes known to be functional in AMS that were not AM-responsive in *P. trifoliata*.

Table S9. Distribution of the MYCS/CTTC motif in the promoters of five genes from *P. trifoliata* and *M. truncatula*.

Table S10. List of 19 AMS-conserved genes induced in at least three of the model species but not in *P. trifoliata*.

Table S11. AM-responsive genes only detected in *P. trifoliata* or with orthologous genes also induced in one of the four model species.

Table S12. List of a core set *P. trifoliata* genes showing similar AMF-dependent differential expression in at least two other plant species.

Supplementary Figure S1-S5 Click here for additional data file.

Supplementary Tables S1-S12 Click here for additional data file.

## Abbreviations:

AM: arbuscular mycorrhiza
AMF: arbuscular mycorrhizal fungi
AMS: arbuscular mycorrhizal symbiosis
DEG: the differentially expressed gene

# Supplementary material for: Comparative transcriptome analysis of Poncirus trifoliata identifies a core set of genes involved in arbuscular mycorrhizal symbiosis
**Source:** J Exp Bot. 2018 Jul 26;69(21):5255–64. doi: 10.1093/jxb/ery283
**Supplement:** Supplementary Figure S1-S5

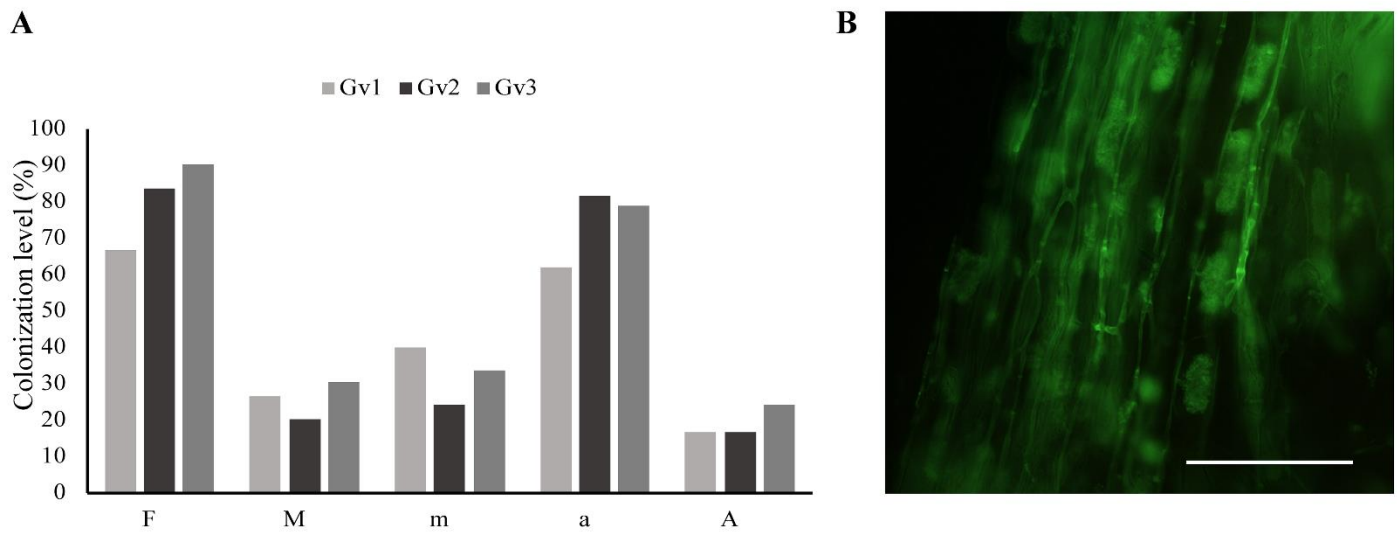

Fig. S1. Mycorrhizal colonization level and AM fungal structures in *Poncirus trifoliata* roots. (A) Mycorrhizal colonization level of the three *Poncirus trifoliata* root samples inoculated with *Glomus versiforme* after 3 months; (B) Visualization of AM fungal structures in *Poncirus trifoliata* roots inoculated with *G. versiforme*. The roots were stained with WGA-alexa fluor 488 to visualization of AM fungal structures (green). Scale bars, 100  $\mu$ m.

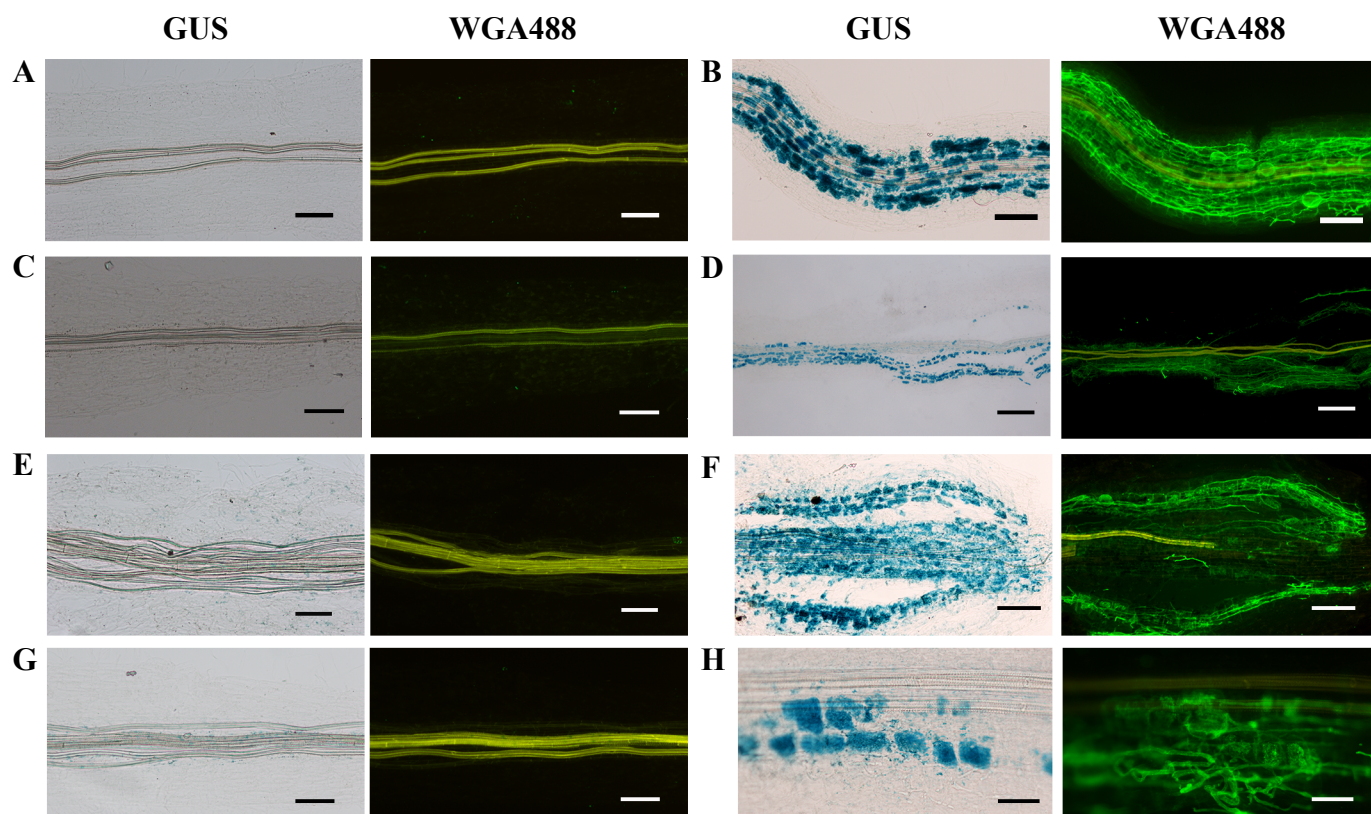

Fig. S2. Assays for promoter activity of the *Poncirus trifoliata* Chit2, PMI2, Lipase3 and Exo70I genes in transgenic *Medicago truncatula* hairy roots.

*Medicago* root segments expressing the *gusAint* gene under control of the promoters of *Poncirus* Chit2 (A, B), PMI2 (C, D), Lipase3 (E, F) and Exo70I (G, H) were assayed for GUS activity (left panel) and visualization of AM fungal structures with WGA Alexa Fluor 488 (right panel). (A), (C), (E) and (G) Transgenic hairy roots free from AMF. (B), (D), (F) and (H) Transgenic hairy roots colonized by AMF. Scale bars, 200 µm for (C) and (D); 150 µm for (B), 100 µm for (A), (F) and (G), 50 µm for (E) and (H).

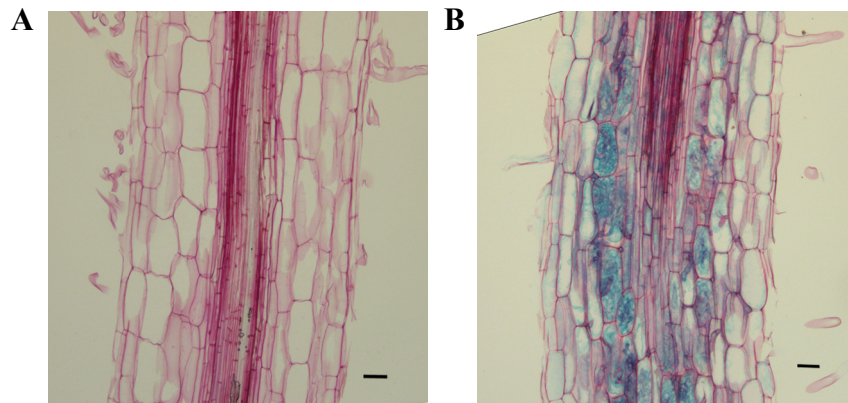

Fig. S3. Promoter activity of *Poncirus trifoliata* FatG in the transgenic *Medicago truncatula* hairy roots. (A) The root section of *Medicago* hairy roots transformed with PtrFatGpro::GUS were not inoculated by *R. irregularis*. Bars= 25  $\mu$ m. (B) The root section of *Medicago* hairy roots transformed with PtrFatGpro::GUS were colonized by *R. irregularis*. Bars= 25  $\mu$ m.

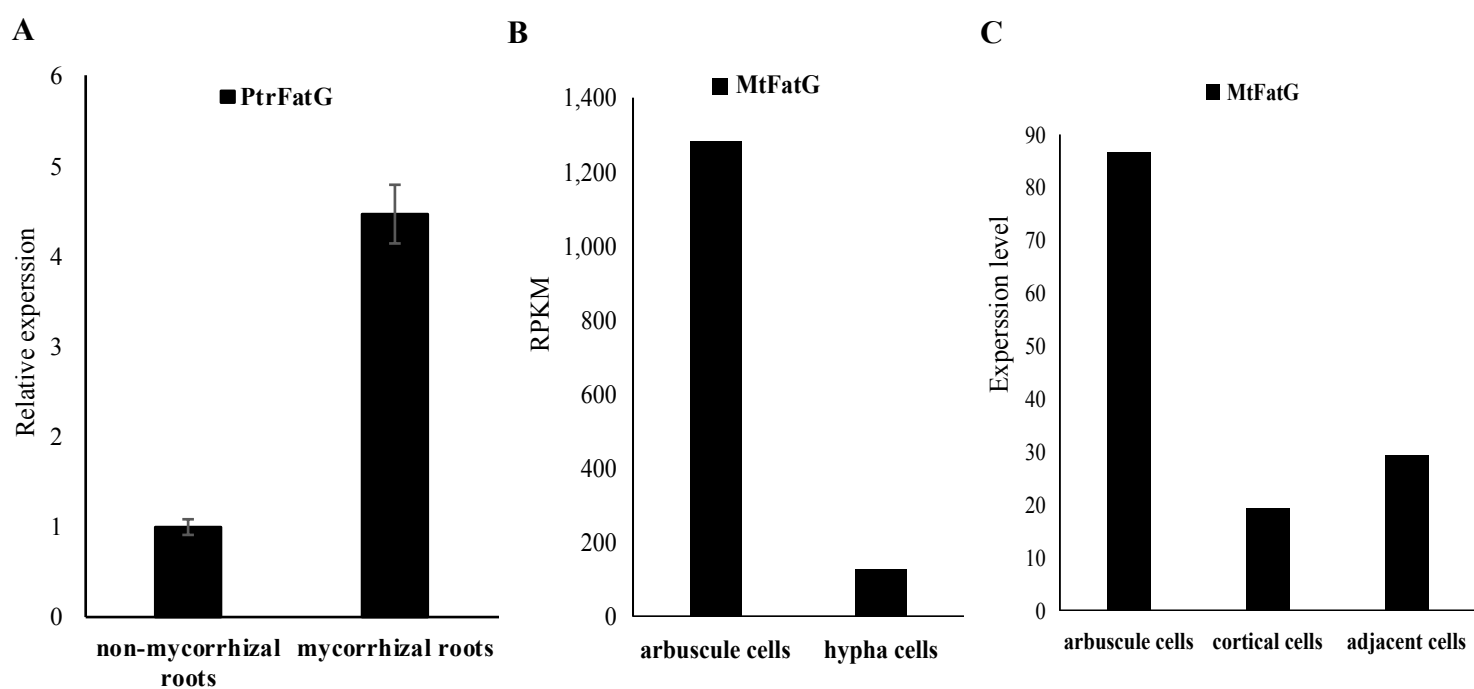

Fig. S4. Gene expression of *PtrFatG* and *MtFatG* in mycorrhizal roots and non-mycorrhizal roots. (A) qRT-PCR measurement of the relative expression level of *PtrFatG* in *Poncirus trifoliata* non-mycorrhizal and mycorrhizal roots. (B) Expression level of *MtFatG* in arbuscule cells and cortical cells containing hypha from mycorrhizal roots (Zeng et al., 2018). (C) The expression level of *MtFatG* in the different symbiotic cells detected by laser capture micodissection data (Gaude et al., 2012).

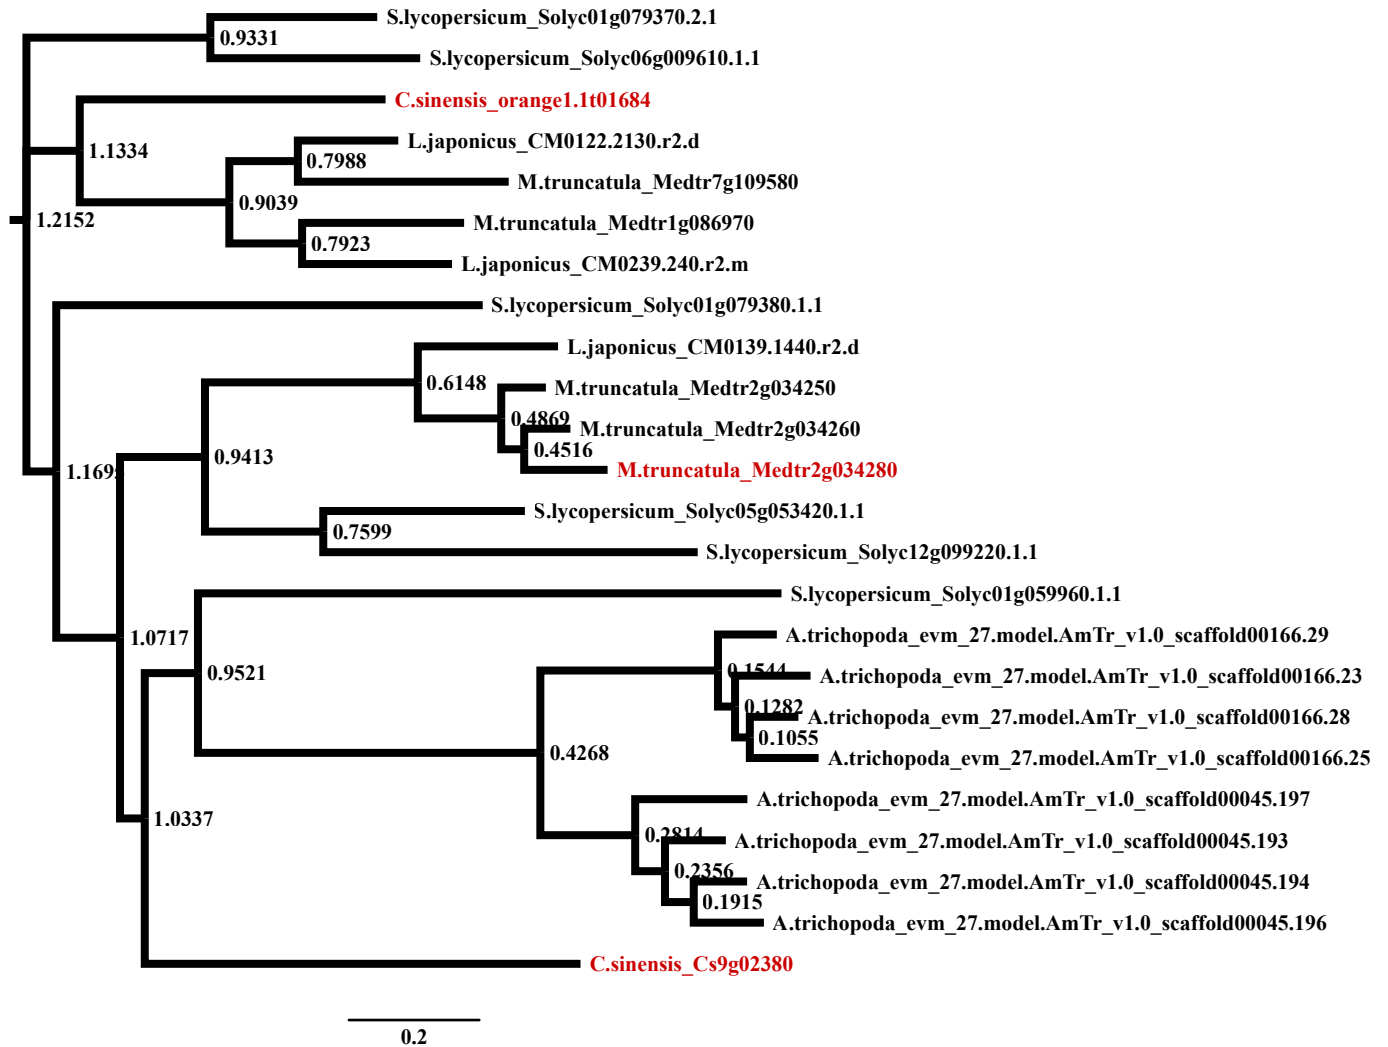

Fig. S5 A clade of the phylogenetic tree of MIG1 proteins.

This clade of phylogenetic tree is obtained from OthoFinder analysis, based on the genome of *Medicago truncatula*, *Lotus japonicus*, *Solanum lycopersicum*, *Oryza sativa*, *Arabidopsis thaliana* and the basal angiosperms *Amborella trichocarpa*. Medtr2g034280 is the gene ID of MIG.

How the deposited data were processed for this re-analysis (not part of the article)

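The data are 6 RNA-seq libraries of whole lateral roots of P. trifoliata, 3 from plants colonized by G. versiforme (Gv) and 3 from control plants, all at 3 mpi. Conditions and replicate numbers were taken from the sample labels. The authors filtered low-quality reads, aligned the rest to the Citrus sinensis genome with SOAPaligner/SOAP2 and deposited the count of reads uniquely aligned to each gene, not normalized. The authors also deposited the RPKM of each gene, which is the count scaled by gene length and by the reads on all genes. The version of the genome annotation is not given in the text or the files. Gene lengths are as the files list them. The read filter, the alignment and the counting are thus already in the files and could not be repeated. Between 4.34 M and 4.71 M reads (M, 1e6) per library were counted on genes, and the 10 highest genes took between 4.21% and 6.19% of them.

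Counts were tested with edgeR 4.0.16 in R 4.3.3, with the filter for expressed genes, TMM factors and the quasi-likelihood test, for Gv against control without further terms. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over 16281 genes) and a log2 fold change of at least 1 in size. The standard error of a log2 fold change was derived from the test's F value. Alternatives set before the data were examined were DESeq2 1.42.0, library totals or upper-quartile scaling, no filter, a mean count of at least 10, no fold limit, a test against the fold limit, the replicate number as a block, each library left out in turn, limma 3.58.1 on log2(RPKM + 0.5) and log2(RPKM + 0.1), and the NOISeq criterion. NOISeq was not available and its probability was re-implemented in Python 3.11.15 with 0.5 in place of a count of 0, so its counts need not equal those of the published program. Annotation keyword sets of at least 5 genes were tested with limma's camera at a preset correlation of 0.01, with fry and with an estimated correlation. Shares of mapped reads were compared by exact permutation.

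The replicate numbers were checked for pairing, which neither the labels nor the paper describe. The deviations from the group means of same-numbered Gv and control libraries correlated across genes, which are not independent replicates, with 0.357, 0.481 and 0.613 for numbers 1, 2 and 3. All 3 exceed the limit of 0.1, so the numbers were taken to pair the libraries. The crossed pairs Gv replicate 1 with control replicate 2 (0.429) and Gv replicate 2 with control replicate 1 (0.272) also exceed it, so it is number 3 that stands apart, and the check does not separate number 1 from number 2. The main test had been set without a block and leaves this pairing out. Its common coefficient of variation was 29.9%, against 16.7% with the block, so its 0 calls do not show that no gene changed.

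The tests were checked on simulated data for these 6 libraries, with 200 genes changed by 2-fold to 16-fold. Each setting was a single random draw. No simulated gene had a rise particular to Gv replicate 3, as the genes that the paper gives as induced had. The shares below therefore cannot rank the methods on the real libraries. In the first setting replicate 3 deviated alike in both groups, as fitted to the libraries. There edgeR without the block called 53.5% of the changed genes over 16038 genes tested, and 1.83% of its calls were unchanged genes. With the block it called 69.5%, with 6.08% unchanged among the calls, DESeq2 called 72.0%, with 11.7% unchanged, and the NOISeq criterion called 73.5% over 16281 genes, with 25.0% unchanged. Without such a deviation edgeR without the block called 37.5% of the changed genes over 15843 genes tested, with 7.41% unchanged among the calls, and the block called 0%. DESeq2 then called 70.5%, with 38.4% unchanged, and the NOISeq criterion called 66.5% over 16281 genes, with 66.9% unchanged.

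The genes named are those whose identifiers the paper's text gives, the genes of Supplementary Table S2 with the largest and the smallest log2 fold change, the called genes with the largest changes, and the called gene with the largest change in each keyword set past its threshold. The last 2 kinds gave no gene, since the test without the block called 0. A pair of genes in Table S2 is named because the table gives both the same primers. Any other gene is marked as chosen after its values were seen. Reads of the Gv libraries that came from the fungus could not be examined, since only reads on citrus genes are in the files. The deposited files do not cover the qRT-PCR, the promoter assays, the RNAi lines and the comparison with other species. The paper lists supplementary tables for the qRT-PCR and the comparison, but the copy at hand does not hold Tables S6 to S12, so these parts were left out.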

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

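The choices in this part were set before the data were examined, except DESeq2, limma and the unfiltered test with the block, the likelihood-ratio test, the robust test, replicates 1 and 2 alone (with edgeR and with the NOISeq criterion), fry with the block, the sets without the paper's genes, Cs5g09920 or Cs6g06690, and the block and the NOISeq criterion with a library left out, which were chosen after seeing the data.

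The number of genes called higher and lower in Gv was 0 and 0 with edgeR's quasi-likelihood test without the block (744 genes at an unadjusted p under 0.05). It stayed at 0 with library totals, upper-quartile scaling, no filter, a mean count of at least 10, no fold limit, the test against the limit and the robust test. The counts of higher and lower genes were 187 and 6 with DESeq2, 156 and 6 with the replicate block, 304 and 73 with the NOISeq criterion, 22 and 0 with limma on log2(RPKM + 0.5), and 73 and 0 on log2(RPKM + 0.1). They were 236 and 33 with DESeq2 and the block, 197 and 8 with the likelihood-ratio test, 206 and 15 with the block and no filter, 63 and 1 with limma and the block, 166 and 39 with replicates 1 and 2 alone, and 297 and 150 with these and the NOISeq criterion. For these counts, 1 library was left out only in edgeR's test with and without the block and in the NOISeq criterion. Over these methods the counts then ran from 0 to 395 and from 0 to 144. Without the block they were 68 and 1 without Gv replicate 3 and 0 otherwise. With the block, higher genes ran from 117, without Gv replicate 2, to 187, without control replicate 3. Lower genes with the block numbered 57 without control replicate 3 and 51 without Gv replicate 3, where number 3 no longer informs the comparison, and at most 3 otherwise. The NOISeq criterion gave 212 higher genes without Gv replicate 3 and 395 without control replicate 3. Of the genes called higher with the block, 91 were called in each run with a library left out, and of those by the NOISeq criterion 148; of the lower genes 0 and 4. Of the real split and the 9 others into 3 and 3, 10 gave as many calls as the real one without the block, all 0, which says nothing about chance. With the block the real split gave 162 calls and the 3 others that part all numbers gave 0 each, so 1 of 4 gave as many. With 4 splits the share cannot be smaller, so this count by itself cannot exclude chance. The causes of these changes were not tested, apart from the smaller spread that the block leaves (16.7% against 29.9%).

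Calls among the genes of the text changed with the same settings. The PT4 orthologs went from 0 to 2 called with DESeq2, the block, the NOISeq criterion, both limma settings and without Gv replicate 3 (0 to 2 with a library left out). The genes of Supplementary Table S2 went from 0 to 28, 29, 35, 7 and 17 with DESeq2, the block, the NOISeq criterion, limma with 0.5 and limma with 0.1 (0 to 16 with a library left out, the latter without Gv replicate 3). In the same order the known AMS genes went to 6, 6, 8, 3 and 4 (0 to 7). The promoter genes went to 4, 5 and 5 with the first 3 and to 3 with limma with 0.1 (0 to 3), and the protease and chitinase genes to 4, 3, 6 and 1 (0 to 1). Of the MIG1 genes only the NOISeq criterion called 1 (0 to 0 otherwise). FatG was past the threshold with DESeq2 (4.11), the block (4.13) and the NOISeq criterion (4.02), and lay between 2.59 and 6.47 with a library left out. Cs8g07230 was past the limits by the NOISeq criterion (-2.38), ran from -3.49 to 1.24 with a library left out, with the value above 0 without control replicate 3 (1.24; with the block 0.12). The block changed no other call. The cause was not tested.

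The number of keyword sets past an adjusted p of 0.05 was 2 with camera, 3 with the block, 0 with fry, with fry and the block and with an estimated correlation, and, with the genes of the text and of Supplementary Table S2 left out of the sets, 3 with camera and 1 with the block. With Cs5g09920 left out, or with it and Cs6g06690, it was 1 with camera and 2 with the block, and with Cs6g06690 alone left out 2 and 2. It ran from 1, without control replicate 2, to 5, without control replicate 1. Of the 10 splits, 6 gave as many sets as the real one, so chance cannot be excluded. The number of genes detected in every library lay between 18437 and 18522 with a library left out and stayed within 1.5 times of 18333 otherwise, and the difference in mapped reads lay between -1.87 and -1.08. Depth limits the genes with few reads, such as Cs9g02380, to a lower bound.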

Differences from the paper's values

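The paper reports 245 genes higher in Gv, and edgeR's quasi-likelihood test without the block called 0 (744 genes, higher or lower, at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 (187) and the re-implemented NOISeq criterion (304), the criterion that the paper's methods name, lie within 1.5 times of the paper's value. The replicate block (156), limma on log2(RPKM + 0.5) (22) and on log2(RPKM + 0.1) (73), the test without Gv replicate 3 (68), and the other scalings, filters, fold limits and omissions of a library (0 each) do not. Of the alternatives chosen after seeing the values, DESeq2 with the block (236), the likelihood-ratio test (197), the block without a filter (206) and replicates 1 and 2 alone (166) also lie within 1.5 times of it. So do, likewise chosen after seeing the values, the block without control replicate 3 (187) and the NOISeq criterion with replicates 1 and 2 alone (297), without Gv replicates 1, 2 and 3 (344, 333 and 212) and without control replicate 1 (305). The paper's list of called genes is not at hand. Of 50 genes that the text or Supplementary Table S2 gives as induced, the first 4 of these settings do not call 5, 8, 4 and 9. The next 2 do not call 7 and 3, and the last 4 do not call 1, 0, 8 and 0. The block does not call 11, and the NOISeq criterion calls 50. DESeq2 does not call 11, and for some of these it gave no p-value.

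The paper reports 37 genes lower in Gv, and edgeR's quasi-likelihood test without the block called 0. None of the alternatives set before the data were examined lies within 1.5 times of this value, with 73 by the NOISeq criterion, 6 by DESeq2, 6 by the block, 1 without Gv replicate 3 and 0 by the rest. DESeq2 with the block (33), replicates 1 and 2 alone (39), the block without Gv replicate 3 (51) and the NOISeq criterion without Gv replicate 1 (51), all chosen after seeing the values, lie within 1.5 times of it. Of these 4 only the last calls Cs8g07230, the 1 gene that the text names as lower in Gv.

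The paper's text takes its number of detected genes as those found in every replicate. In the files 22589 is the number of genes with a read in at least 1 library, and 18333 genes have a read in each of the 6. The paper names Cs8g07230 as lower in Gv, and only the NOISeq criterion placed it there, with all libraries or with any but control replicate 3 left out. Without control replicate 3 the NOISeq criterion placed it among the higher genes, and its log2 fold change by edgeR was 1.24, and at most 0.12 with the block and 1 library left out. The paper describes the MIG1 genes as not raised in Gv. The NOISeq criterion placed orange1.1t01684 past its limits (log2 ratio 1.20), and the tests with edgeR, limma and DESeq2 did not. The other gene, Cs9g02380, had 3, 5 and 24 reads in Gv and 0 in every control library. It was too low for the filter, and its NOISeq probability of 0.684 was under the limit. The paper's formula for RPKM multiplies by the gene length, whereas the deposited values are divided by it. The fold of PtrFatG by qRT-PCR is about 4.5 in Supplementary Fig. S4A, read by eye and measured on other samples, and the RNA-seq means differ by 17.3-fold with a large spread between replicates.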

Other observations

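The tests in this part were chosen after the result was seen, except those of read depth, of gene length, of a common factor of the AM genes and of the keyword sets, of which the runs with fry and the block and without the paper's genes, Cs5g09920 or Cs6g06690 were also chosen after it.

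Replicate 3 of both groups lay apart from replicates 1 and 2. Across the 16281 genes tested, which are not independent replicates, the deviations of replicate 3 correlated with 0.617 between Gv and control, and 281 genes were more than 2-fold higher and 624 more than 2-fold lower in both replicates 3, against 27 in opposite directions. Counting noise would have lowered the correlation at low depth, and over the 9019 genes with a mean of at least 100 reads it was 0.702. After the median of each of 10 length groups was taken away it was 0.614, which argues against gene length. The SPX domain and purple acid phosphatase genes had a median deviation of 0.30 in Gv replicate 3, at the 96.7th percentile of 10000 random lists matched on expression, and of 1.53 in control replicate 3. Their median size of shared deviation was 0.713, above the middle 95% of random lists, which ended at 0.629, and 8 of the 12 genes were higher and 0 lower in both replicates 3. The Gv value lies inside the middle 95% and the shared size outside it, so phosphorus status cannot be told apart from other sources of the deviation. The 14 genes annotated as clock components had a median size of shared deviation of 1.14, above the middle 95% of random lists, which ended at 0.587, and 11 of them were lower in both replicates 3. The jasmonate ZIM, WRKY and EREBP-like genes had a median deviation of -0.51 in Gv replicate 3, at percentile 0 of the random lists, and of -0.52 in control replicate 3. A different time of day or handling at harvest may lie behind the deviation, but both lists were chosen because such genes led it, so these tests could hardly have come out otherwise and the explanations cannot be told apart from others. Nothing in the labels gives a date or batch for replicate 3, and it cannot be said whether the deviation is technical.

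The AM genes were highest in Gv replicate 3. Of 50 genes that the text or Supplementary Table S2 gives as induced, 48 were highest in this library, and their median deviation from replicates 1 and 2 was 2.62 on the log2 scale. The scaling of a library moves all genes alike, and the median of the AM genes exceeded that of all genes tested in this library by 2.62 with TMM factors and by 2.62 with library totals, where the middle 95% of random lists ended at 0.16, which argues against the scaling of the library. In the 8 AM genes with at least 30 control reads the median deviation was 2.81 in Gv replicate 3 and -0.22 in control replicate 3, but in control replicate 3 the deviation was above 0 in 4 of them and below 0 in 4, and 5 of the 8 deviated the same way in both replicates 3. The deviation that the replicates 3 share therefore cannot be told apart from other sources of this rise. If a single factor such as the amount of colonized root raised all AM genes alike, at least 80% of the genes with at most 3 control reads were set to lie within 1.5 times of their median ratio of 6.34, and 75% of the 32 genes did, with ratios from 0.987 to 17.6. A common factor alone therefore falls short of the limit set before the test, while a large part of the genes may still follow one. Colonization per library is shown in Supplementary Fig. S1A but was not tested against these values, since 3 libraries are too few.

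Of the 73 genes lower in Gv by the NOISeq criterion, 31 had more than 2 times the level of both other controls in control replicate 3. Without control replicate 3, 37 of the 73 were still called lower and 36 were not, a margin of 1 gene over the limit of one in every 2, so this library alone does not explain all of the calls. Loss of calls was not particular to it: without control replicates 1 and 2 there remained 57 and 47 of the 73, and without Gv replicates 1, 2 and 3 there remained 44, 53 and 60, although 37 was the lowest of the 6 counts. The total of lower genes without control replicate 3 was 104. The SPX domain and purple acid phosphatase genes, both keyword sets written before the data were examined, were higher in control replicate 3 than in controls 1 and 2 by a median of 1.53 on the log2 scale, beyond the middle 95% of random lists, which ended at 0.34. For example, orange1.1t00194, chosen after its values were seen, had 1955 reads there against 306 and 454. A stronger phosphorus starvation of these plants is a candidate explanation for the level of these genes, found and tested on the same libraries, and was not tested for the other genes. A swap or mixture with a mycorrhizal sample is argued against by the 26 AM genes with no reads in controls 1 and 2, which had 3 reads in control replicate 3 and 20722 in Gv replicate 3.

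The share of mapped reads was lower in Gv than in the control of the same number, by -1.31, -1.72 and -1.29 percentage points for numbers 1, 2 and 3. Reads of the fungus, which do not align to a citrus genome, could lower it. The deficit of Gv replicate 3, where AM genes were highest, was not the largest, but it is a difference between single libraries, so fungal reads cannot be told apart from other causes.

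The keyword sets past the threshold without the block were those of the keyword subtilisin or subtilase, higher in Gv and described below, and the genes annotated with fatty acid biosynthetic terms, lower in Gv (22 genes, adjusted p = 0.00131 from limma's camera, median log2 fold change -0.24, mean -0.39). With the block the fatty acid set had an adjusted p of 0.00332, and 0.00665 with the block and without the paper's genes. It was not past the threshold with fry (0.203), with fry and the block (0.151) or with an estimated correlation (0.502). Of the 10 splits of the libraries 6 gave as many sets, so chance cannot be excluded. The fatty acid set was past it with each library left out, at most at 0.0395. It was lower in 17, 13 and 14 of its 22 genes in numbers 1, 2 and 3, and holds none of the AM genes named above. By annotation its members include lipoxygenases, homogentisate geranylgeranyl transferases, a lipoyl synthase and a triacylglycerol lipase. The set therefore does not stand for the fatty acid synthesis pathway. FatG and the KASII ortholog, outside the set, had log2 fold changes of 4.04 and 3.80 without the block.

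The 8 genes whose annotation holds the word subtilisin or subtilase were higher in Gv by camera without the block (adjusted p = 0.0019 over 19 sets, median log2 fold change 0.27, mean 1.67). Of these, 7 are annotated as subtilases, a family of which the paper names SbtM1 and SbtM3 without identifiers, and Cs6g06690, named here after its values were seen, is annotated as a subtilisin inhibitor (70, 87 and 157 reads in Gv, 27, 43 and 36 in the controls, log2 fold change 1.60). Without it the set had an adjusted p of 0.0342 without the block and 0.12 with it, and a mean of 1.69. In the numbers 1, 2 and 3 the Gv library was the higher one in 4, 5 and 6 of the 8 genes. With the block the adjusted p was 0.0403, and 0.0604 with the paper's genes left out of the other sets. With fry it was 0.385, with fry and the block 0.234, and with an estimated correlation 0.716. With 1 library left out, camera without the block gave from 1.03e-04, without Gv replicate 2, to 0.12, without Gv replicate 3, where the median was -0.03 and the mean 1.21; without control replicate 2 it was 0.0875. The gene Cs5g09920, chosen after its values were seen, had 1205, 1540 and 9885 reads in Gv and 1, 1 and 0 in the controls. Its adjusted p was 0.287 in edgeR's test without the block, 0.00154 with the block (log2 fold change 12.34) and 7.07e-18 with DESeq2, and its NOISeq probability was 0.999. Without Cs5g09920 the other 7 genes, with the inhibitor, had an adjusted p of 0.093 without the block and 0.19 with it, a median of 0.23 and a mean of 0.48. Without both the 6 other subtilases had 0.367 and 0.631, a median of 0.14 and a mean of 0.31. The set was thus not past the threshold without Cs5g09920. Whether reads are shared between genes of this family could not be tested.

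The 26 genes annotated as aquaporins were higher in Gv by camera with the block (adjusted p = 0.00332 over 19 sets, median log2 fold change 0.18, mean 0.55). The set holds 2 genes of Supplementary Table S2, which the study chose on these libraries and which are named here after their values were seen: Cs3g18230, with 126, 146 and 959 reads in Gv and 1, 1 and 16 in the controls (log2 fold change 6.12), and Cs8g08810, with 28, 24 and 80 reads in Gv and 0, 3 and 1 in the controls (4.96). Without the genes of the text and of Table S2 the remaining 24 had an adjusted p of 0.0629 with the block and 0.518 without it, a median of 0.16 and a mean of 0.21, so the set was not past the threshold. With all 26 genes the adjusted p was 0.101 without the block, 0.732 with fry, 0.212 with fry and the block and 0.776 with an estimated correlation. With 1 library left out, camera without the block gave from 0.00221, without control replicate 1, to 0.807, without control replicate 3, where the median was -0.12 and the mean 0.32, and 0.0182 without Gv replicate 3. In the numbers 1, 2 and 3 the Gv library was the higher one in 12, 19 and 19 of the 26 genes. Of the 4 splits that part all 3 numbers, 2 gave at least as many sets as the real one with the block, namely the real one with 3 and the one with the replicates 3 exchanged with 4, so chance cannot be excluded. With the paper's genes left out, the peroxidase set of 70 genes was past the threshold without the block (lower in Gv, adjusted p = 0.0401, median -0.09, mean -0.11) and not with it (0.0671).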
